A study of Mus musculus with 42 samples. Its data were reported in "Early macrophage response to obesity encompasses Interferon Regulatory Factor 5 regulated mitochondrial architecture remodelling" (2022).

How the data were processed

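The data were RNA-seq libraries of BMDM from mice labelled WT or KO for Irf5, in 7 conditions (Control at 0, 2 and 24 h, palmitate at 2 and 24 h, LPS at 2 and 24 h). RNA was made into stranded, ribodepleted total RNA libraries and sequenced in paired ends, and the authors aligned the reads to the mouse genome mm10 with STAR and deposited raw counts per gene, without normalisation. The annotation release and whether the counting used the strand are not stated. The counts of genes that overlap on either strand, and of close paralogs, are therefore uncertain. The study tested genotypes with DESeq2. Each column of the table names a group and not a replicate, so library numbers within a group (1 to 3) follow column order, only name a library and pair nothing. Every column matched a group, with 3 libraries in each of 14 groups, and 0 rows lacked a gene identifier. Of 37310 identifiers, 32620 were matched to a symbol. Positions were taken from the GENCODE annotation of GRCm38, the assembly also called mm10.

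The total count per library lay between 2848793 and 7743442. The level that 3 counts represent was 0.387 to 1.05 CPM depending on the library, and a fold against a group with all libraries at or under 3 counts was computed against that floor and is given as a lower bound. Replicates were compared by a chi-square test over genes with a mean of at least 10 counts in the pair, and no pair matched within sampling noise.

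Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes kept by filterByExpr (11624, of which 11393 had a symbol) were scaled by TMM and fitted in a single quasi-likelihood model with 1 mean per group over the 42 libraries, so that all groups shared their estimate of the spread. Contrasts were tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p under 0.05. The SE of a log2 fold change is its size divided by the square root of F. Levels are TMM-scaled CPM. The 21 comparisons were 7 between genotypes, 8 of a treatment with the Control of the same time and genotype, 4 interactions of genotype and treatment, and 2 of time in Control over both genotypes. Contrasts of the genotype difference between Control time points were added later. Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over all pairs of a set and a comparison. Correlations used log2 CPM with a prior count of 2, centred on group means, with a permutation test of 1e+05 resamples within groups. The overlap of the palmitate and LPS lists was set against 10000 random lists that replaced the palmitate list, matched on mean expression, with the LPS list kept as it was.

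The comparisons, the tests, the alternatives, the gene sets, the cell type lists and the rule for named genes were fixed before the data were examined. The genes named in advance were Irf5, Lyz2, Nnt, the 6 genes that the study singled out, and the treatment markers Tnf, Il6, Il1b, Nos2, Ifnb1, Cxcl10, Acod1, Plin2, Angptl4, Cpt1a, Pdk4 and Abca1. By rule, at most 3 genes per direction were named in a genotype comparison and at most 2 per direction in any other, those with the smallest adjusted p among called genes with a mean of at least 1 CPM and no overlap between the groups (for an interaction, without the condition on overlap). The lower genes this rule chose for palmitate at 2 h in KO are not reported here. Marker lists for granulocyte precursors, B cells, T or NK cells, fibroblasts, erythroid cells, dendritic cells and the cell cycle, with genes of sex and of C57BL/6 substrains, served to weigh other sources of signal. A list of osmotic response genes was written after the genes of Control 0 h had been seen. The median of a list was placed among 10000 random lists of the same size matched on expression.

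The tests were tested on simulated data drawn from the real means and library sizes with 200 changed genes. The quasi-likelihood test recovered 84.0% of them (90.0% of those changed by 4-fold) among 11481 genes tested, 5.62% of its calls were false, and an unchanged comparison gave 0 calls. DESeq2 recovered 83.5% among 11624 genes. The planted changes were all larger than the genotype differences reported below for Ghitm and Irf5, and genes were drawn independently of each other. Recovery of smaller changes, and false calls where genes vary together between libraries, were therefore not measured.

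The alternatives tried were RLE size factors in edgeR, all genes with at least 1 count, a fit of only the libraries compared, the Wald test of DESeq2 1.42.0, for the genotype comparisons the threshold of the study (unadjusted p under 0.05 and an absolute log2 fold change over 1), and leaving out each library in turn. For gene sets they were fry, an estimated correlation and RLE, and for correlations RLE, a prior count of 0.5, no LPS libraries and leaving out the 2 libraries farthest from the median of Irf5. A fit with replicate numbers as a block was left out, since the columns carry no such numbers. Other splits of the same libraries were refitted to see how often they gave as many genes. All 10 splits were used for 3 libraries against 3, and 25 or 40 were drawn elsewhere. Chromatin binding, the high-fat diet libraries and the human libraries of the study were not analysed here.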

Results

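RNA-seq read counts were analysed for 42 libraries of bone-marrow-derived macrophages (BMDM), cells grown from mouse bone marrow into macrophages in culture. The mice carried a myeloid deletion of Irf5 (interferon regulatory factor 5, a transcription factor), labelled KO, or were their wild-type littermates, labelled WT. Cells were left untreated (Control) for 0, 2 or 24 h, or treated for 2 or 24 h with palmitate, a saturated fatty acid used to model lipotoxicity, or with bacterial lipopolysaccharide (LPS). Each of the 14 groups held 3 libraries. The total count per library ranged from 2848793 (KO LPS 2 h, library 1) to 7743442 (WT Control 0 h, library 3), with a median of 5625399. Group means of the total lay between 4513730 ± 1456940 (SD, n = 3) in KO LPS 2 h and 6663520 ± 1042930 (SD, n = 3) in WT Control 0 h. Of 37310 genes in the table, 12146 had no count in any library and 11624 were tested, and these held 99.88% of all counts. A count of 3 corresponded to 0.387 CPM (counts scaled to the library total) in the deepest library and to 1.05 CPM in the shallowest. Floors and intervals of this kind cover counting error only. All 42 pairs of libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom from 1.93 to 9.32, and their log2 CPM values correlated across genes with r from 0.967 to 0.990. Genes are not independent replicates, so these coefficients only describe the libraries. In a principal component analysis of log2 CPM, the first component held 32.4% of the variance and the second 21.5%.

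**Figure D1:**
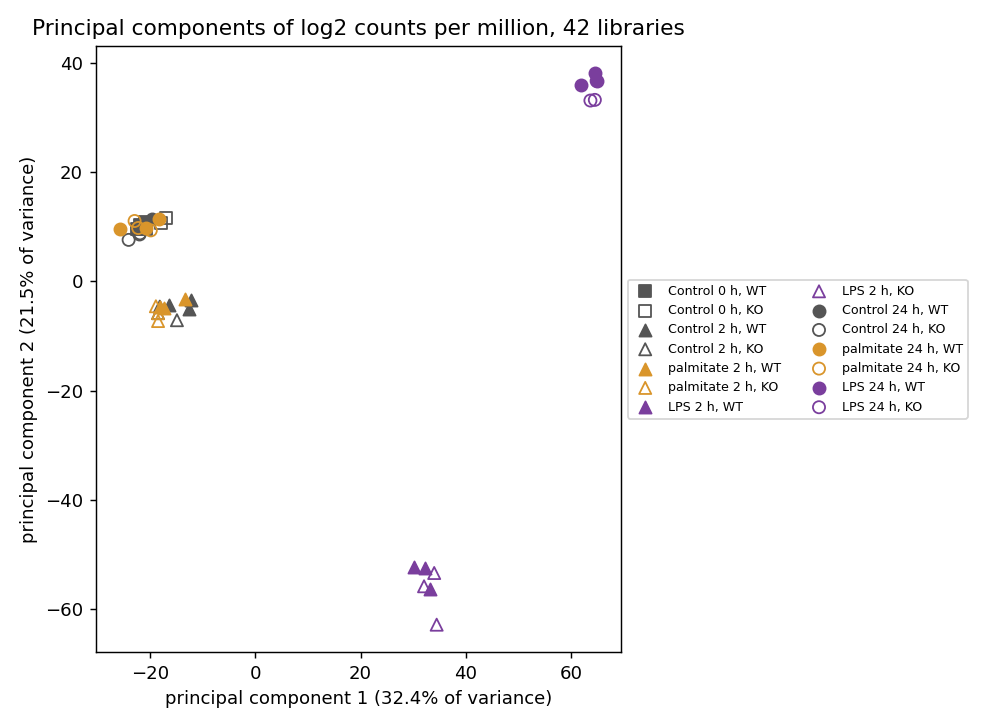
Each point is 1 of the 42 libraries, placed by its first (x axis, 32.4% of the variance) and second (y axis, 21.5%) principal component of log2 CPM, in arbitrary units. Colour gives the treatment, shape the time and filling the genotype label (filled for WT, open for KO), and the LPS libraries of 2 h and of 24 h lie apart from the Control and palmitate libraries, of which those of 2 h lie apart from those of 0 and 24 h.

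The targeted gene was examined first in every library. Irf5 (ENSMUSG00000029771, GRCm38/mm10 chromosome 6, 29526625 to 29541871, plus strand) had between 865 and 2373 counts in each of the 42 libraries. Its level lay between 210 and 389 CPM in the libraries labelled WT and between 267 and 430 CPM in the libraries labelled KO. Irf5 was therefore not lower in the libraries labelled KO, and this goes against the label. In 6 of 7 conditions every library labelled KO had a higher Irf5 level than every library labelled WT, and at palmitate 2 h the groups overlapped. At Control 0 h the mean was 305 ± 24.2 CPM in the libraries labelled KO and 220 ± 10.4 CPM in those labelled WT (SD, n = 3 each), a log2 fold change of 0.47 (SE 0.06, adjusted p 9.12e-08 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, which gives every adjusted p here unless another test is named). At LPS 24 h the means were 356 ± 14.9 and 257 ± 6.84 CPM, again with a log2 fold change of 0.47 (SE 0.06, adjusted p 1.55e-07). The log2 fold change was 0.31 (SE 0.06, adjusted p 0.00272) at palmitate 24 h and 0.26 (SE 0.06, adjusted p 0.0193) at Control 2 h. It did not pass the threshold at Control 24 h (0.23, adjusted p 0.105), LPS 2 h (0.12, adjusted p 0.416) or palmitate 2 h (0.04, adjusted p 0.895). The call at Control 2 h was lost without KO library 2 (0.26), KO library 3 (0.24), WT library 1 (0.26) or WT library 2 (0.24), and the call at palmitate 24 h without KO library 2 (0.28), WT library 1 (0.31) or WT library 3 (0.30). Fitting only the 6 libraries of a comparison moved 2 of these calls, so that Irf5 was called at Control 24 h (0.23) and no longer at palmitate 24 h (0.31), and DESeq2 also called Control 24 h (0.24). The counts are totals over the gene, exons were not counted separately, and the locus overlaps Tnpo3 on the other strand. Whether the counting used the strand is not stated. For these reasons the groups are named by their labels throughout, and each direction below is that of the libraries labelled KO against those labelled WT, whatever the state of Irf5 in them.

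Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand) is the gene into which the Cre recombinase of the deletion model was inserted, so its level bears on the labels independently of Irf5. Lyz2 was lower in every library labelled KO than in every library labelled WT in 7 of 7 conditions, with log2 fold changes from -1.11 (SE 0.09, adjusted p 1.14e-11) at LPS 24 h to -0.51 (SE 0.09, adjusted p 0.000162) at Control 0 h. At LPS 24 h its mean was 5580 ± 57.7 CPM in the libraries labelled KO and 12100 ± 2230 CPM in those labelled WT (SD, n = 3 each). The neighbouring paralog Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868, minus strand) moved the other way in 7 of 7 conditions, with log2 fold changes from 1.79 to 2.37 on 18 to 267 counts per library. The authors' counting could have divided reads between these similar genes, so their separate levels are uncertain. Nnt (ENSMUSG00000025453, chromosome 13, 119335448 to 119408997, minus strand), which differs between C57BL/6 substrains, had log2 fold changes from 0.18 to 0.38 and passed the threshold in none of the 7 genotype comparisons, its lowest adjusted p being 0.0841, although 6 of them had an unadjusted p under 0.05.

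**Figure D2:**
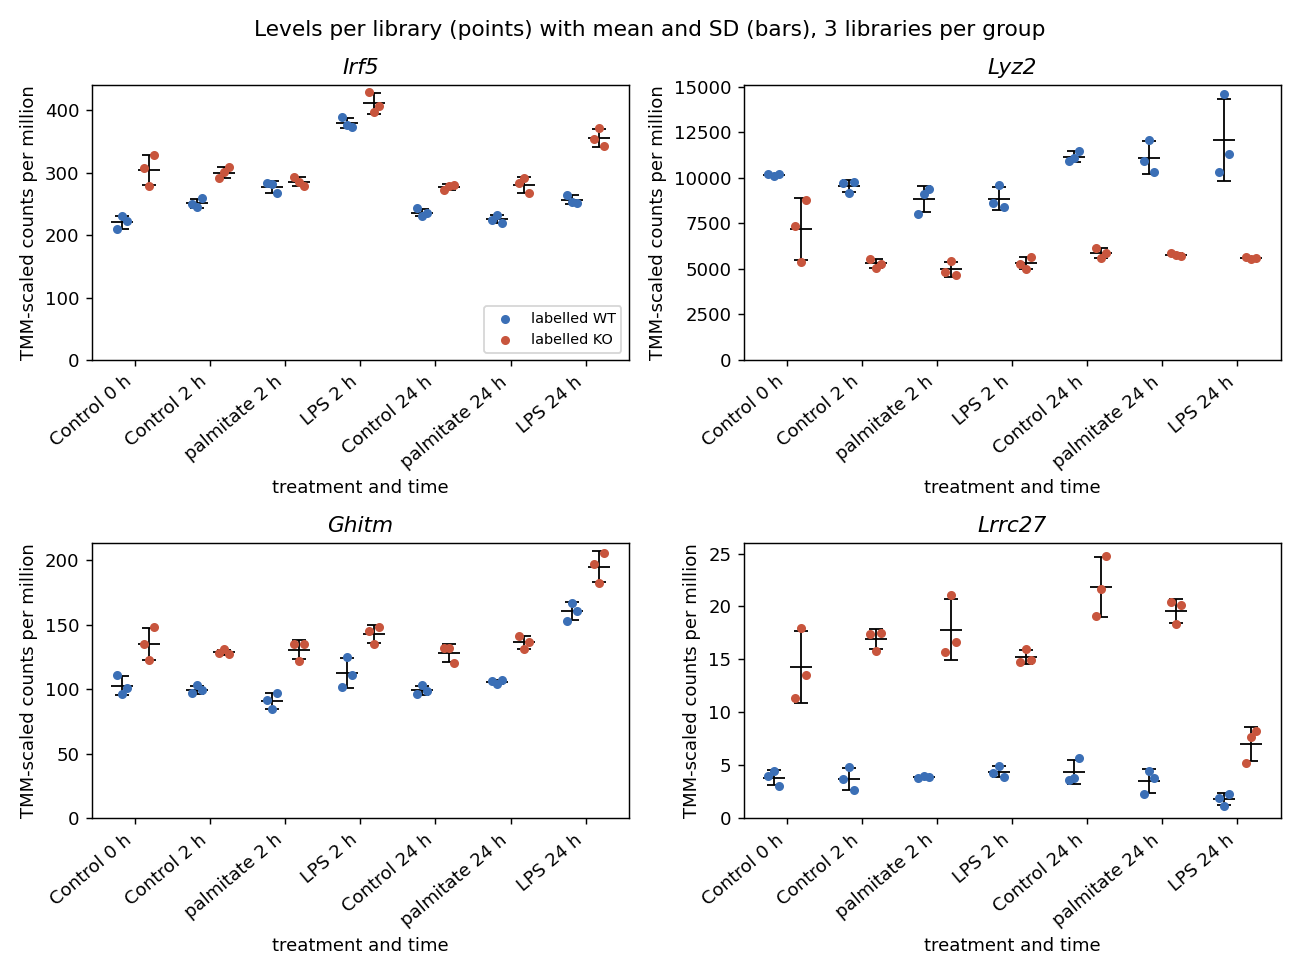
Each point is the level of a gene in 1 library in TMM-scaled CPM (y axis) by treatment and time (x axis), in blue for libraries labelled WT and red for libraries labelled KO, and black bars give the mean and SD of 3 libraries. Irf5 lies between 267 and 430 CPM in the libraries labelled KO and between 210 and 389 CPM in those labelled WT, Lyz2 is lower and Ghitm and Lrrc27 are higher in every library labelled KO than in every library labelled WT of the same condition.

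The genotypes were compared within each of the 7 conditions, to ask which transcripts depend on the genotype label before and after each stimulus. At Control 0 h, 1448 genes had an adjusted p under 0.05, of which 744 were higher and 704 lower in the libraries labelled KO. The other 6 conditions gave far fewer. There were 57 genes at Control 2 h (27 higher, 30 lower), 17 at palmitate 2 h (12 higher, 5 lower), 54 at LPS 2 h (35 higher, 19 lower), 14 at Control 24 h (10 higher, 4 lower), 8 at palmitate 24 h (5 higher, 3 lower) and 17 at LPS 24 h (10 higher, 7 lower). At the threshold of the study, an unadjusted p under 0.05 with an absolute log2 fold change over 1, the counts were 384, 199, 159, 244, 138, 115 and 174 in the same order, and this alternative moved the count at Control 0 h most among those using all libraries. These counts use the edgeR p. The DESeq2 Wald test, which the study used, gave 539, 252, 212, 336, 193, 181 and 232 in the same order. The genes passing that threshold in the edgeR fit were weakly expressed. At Control 0 h their median was 1.39 log2 CPM, against 6.14 for the genes with an adjusted p under 0.05 and 4.48 for all genes tested. Leaving out a single library moved most counts by over 1.5 times. The count at Control 0 h was 870 without KO library 1, 731 without KO library 3 and 902 without WT library 3. At Control 2 h it was 16 without KO library 1, 11 without KO library 2 and 13 without WT library 1 or library 2. At palmitate 2 h it was 7 without KO library 3 and 11, 5 and 6 without WT libraries 1, 2 and 3. At Control 24 h it was 7 without KO library 2, WT library 1 or WT library 2. At palmitate 24 h it was 5 without KO library 1 and 4, 24 and 5 without WT libraries 1, 2 and 3. At LPS 24 h it was 9 without KO library 1 and 27 without KO library 2. At LPS 2 h no single library moved the total that far, but the number of higher genes fell to 20 (16 lower) without WT library 2 and to 18 (18 lower) without WT library 3. The excess of higher or lower genes also depended on single libraries and is not interpreted. It turned at Control 0 h without WT library 2 (532 higher, 539 lower) or 3 (445 and 457), at Control 2 h without any 1 of the 6 libraries (for example 28 and 16 without KO library 3), at LPS 2 h without KO library 3 (25 and 26), at palmitate 24 h without KO library 2 (4 and 5) or WT library 3 (2 and 3), and at LPS 24 h without WT library 1 (6 and 14) or 3 (6 and 9). Groups did not overlap for 3259 genes (28% of those tested) at Control 0 h and for 1352 genes (11.6%) at Control 24 h, the lowest of the 7, while chance gives 10% for 3 libraries against 3. An exact permutation test of a single gene in 3 libraries against 3 cannot give a p below 0.10, so calls rest on the model fitted across genes.

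**Figure D3:**
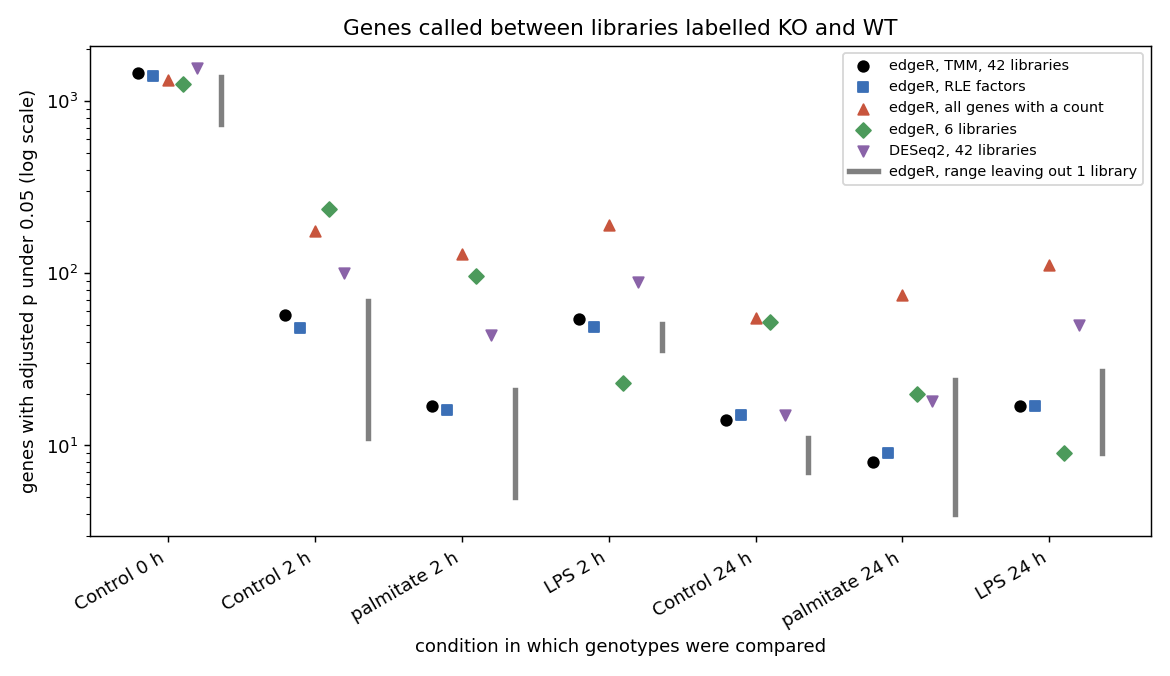
Points give the number of genes with an adjusted p under 0.05 (y axis, log scale) between the libraries labelled KO and WT in each condition (x axis) under 5 settings, and grey bars span the counts obtained when each library of the comparison was left out in turn. Control 0 h lies between 731 and 1549 genes under all of them, and the other 6 conditions lie between 4 and 235.

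At Control 0 h the named genes, chosen by the rule given with the methods, were Lyz1, Slc5a3 and Slco4a1 among those higher and Marco, Ccng1 and Cd5l among those lower. Slc5a3 (ENSMUSG00000089774, chromosome 16, 92058322 to 92087473), a myo-inositol transporter gene that overlaps the counted gene Mrps6 on the same strand, had 218 ± 95.2 CPM in the libraries labelled KO and 46.6 ± 4.33 CPM in those labelled WT (SD, n = 3 each), a log2 fold change of 2.23 (SE 0.19, adjusted p 7.63e-12). Slco4a1 (chromosome 2, 180456245 to 180474867) had 257 ± 125 and 42.6 ± 8.69 CPM, a log2 fold change of 2.60 (SE 0.22, adjusted p 7.63e-12). The scavenger receptor gene Marco (chromosome 1, 120474538 to 120505024) had 220 ± 39.1 and 440 ± 55.8 CPM, a log2 fold change of -1.0 (SE 0.10, adjusted p 5.03e-10). Ccng1 (chromosome 11, 40748552 to 40755311) had 111 ± 8.16 and 179 ± 13.3 CPM, a log2 fold change of -0.68 (SE 0.07, adjusted p 2.4e-09). Cd5l (chromosome 3, 87357881 to 87371073) had 388 ± 72.5 and 809 ± 101 CPM, a log2 fold change of -1.06 (SE 0.13, adjusted p 1.36e-07). For each of these genes all 3 libraries labelled KO lay on the same side of all 3 labelled WT.

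In the other conditions Lyz1 and Lrrc27 were among the named higher genes each time, and Lyz2 was the first of the named lower genes each time. Cd5l was lower at Control 2 h (-1.0), palmitate 2 h (-0.89), LPS 2 h (-0.97), Control 24 h (-0.64) and palmitate 24 h (-0.77). Its call at Control 24 h was lost without KO library 1 (-0.65), KO library 3 (-0.59), WT library 1 (-0.62) or WT library 2 (-0.57), and that at palmitate 24 h without WT library 1 (-0.60). The genes named in a single condition were as follows. Ngp (chromosome 9, 110419747 to 110423012), a granule protein gene of neutrophils, had 27.4 ± 7.17 against 5.47 ± 0.838 CPM at Control 2 h, and Siglec1 (chromosome 2, 131069220 to 131086765) had 248 ± 29.1 against 404 ± 73.0 CPM (SD, n = 3 each). Gramd1b (chromosome 9, 40293233 to 40531383), which overlaps a counted gene on the other strand, had 87.4 ± 0.977 against 111 ± 1.45 CPM at palmitate 2 h, and its call was lost when any 1 of the 6 libraries was left out (log2 fold changes of -0.35 and -0.34). At LPS 2 h, Acsl1 (chromosome 8, 46471037 to 46536051) had a log2 fold change of 0.56 (SE 0.09, adjusted p 0.000538) and Gdf15 (chromosome 8, 70629393 to 70632456) of -0.86 (SE 0.15, adjusted p 0.00121). At Control 24 h, Ltf (chromosome 9, 111019271 to 111042767) had a log2 fold change of 1.60 (SE 0.27, adjusted p 0.00133), which was 1.23 and no longer called without KO library 2. Lima1 (chromosome 15, 99778470 to 99875456), which overlaps counted genes on both strands, changed by -0.37 (SE 0.08, adjusted p 0.0376) and was not called without KO library 1 (-0.37), KO library 3 (-0.34), WT library 1 (-0.35) or WT library 3 (-0.35). At palmitate 24 h, Slco2b1 (chromosome 7, 99657804 to 99711340), which overlaps a counted gene on the other strand, changed by -1.57 (SE 0.30, adjusted p 0.00747), and the call was lost without KO library 1 (-1.38) or WT library 2 (-1.26). At LPS 24 h, the Fc receptor gene Fcgr3 (chromosome 1, 171051174 to 171064935) changed by -0.48 (SE 0.08, adjusted p 0.000432) and Akr1b8 (chromosome 6, 34354119 to 34368463) by -0.65 (SE 0.12, adjusted p 0.00213). The call of Akr1b8 was lost without WT library 2 (-0.41) and when only the 6 libraries were fitted (-0.65).

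Comparisons of different conditions share no library, so genes called in several of them were counted. The labels name no donor mouse. Cultures of the same mice may therefore recur in several conditions, and these comparisons may not be independent. In all 7 genotype comparisons 3 genes were called in the same direction, Lrrc27 and Lyz1 (higher) and Lyz2 (lower). Fitting DESeq2 moved this count most in which genes it held, giving 2 genes, Ghitm and Lyz2, of which 1 was shared, and keeping all genes with a count gave 7, including these 3. DESeq2 gave an adjusted p to only 4243 genes at LPS 24 h, and a gene without one counted as not called. In 6 of the comparisons Ghitm and Ltf were higher and Cd5l lower. In 4, Chil3, Irf5, Itgax and Lcn2 were higher, and in 3, Cd81 and Fnip2 were lower and Ngp and S100a9 higher. These genes were listed because of the number of their calls, after their values were seen. Of the 1448 genes called at Control 0 h, 37 were called in at least 1 other condition. Of the 117 genes called in at least 1 of the other 6 conditions, 30 were also called at Control 0 h in the same direction.

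The study singled out 6 genes bound by IRF5 and differing between genotypes, namely Ghitm, Atf5, Syce2, Abcg1, Lrrc27 and Fnip2, and these were tested in the 7 genotype comparisons. Of the 42 tests, 28 passed when adjusted over the list alone and 17 when adjusted over all genes tested. Because the study chose the list partly on these libraries, the first count is not independent evidence. The alternative that moved the first count most was leaving out 1 library, which gave as few as 24 (for example without KO Control 0 h library 1), and RLE size factors gave 26. Ghitm (ENSMUSG00000041028, chromosome 14, 37120092 to 37135272, minus strand), which encodes a mitochondrial inner membrane protein and overlaps no other annotated gene, was higher in every library labelled KO in 7 of 7 conditions. Its log2 fold changes lay between 0.28 and 0.52, and it passed in 7 comparisons over the list alone and in 6 over all genes. At palmitate 2 h it had 131 ± 7.77 CPM in the libraries labelled KO and 91.0 ± 6.46 CPM in those labelled WT (SD, n = 3 each), a log2 fold change of 0.52 (SE 0.07, adjusted p 1.78e-05). At Control 0 h the log2 fold change was 0.40 (SE 0.07, adjusted p 0.000129), at Control 2 h 0.36 (adjusted p 0.00853), at LPS 2 h 0.33 (adjusted p 0.0241), at Control 24 h 0.37 (adjusted p 0.0127) and at palmitate 24 h 0.37 (adjusted p 0.011). At LPS 24 h, 0.28 (SE 0.07) did not pass over all genes (adjusted p 0.084), although DESeq2 (0.28) and the fit without KO LPS 24 h library 2 (0.32) called it. The call of Ghitm over all genes was lost at Control 2 h without KO library 2 (0.36) or WT library 1 (0.35). It was lost at LPS 2 h without library 1 or 3 of either genotype (0.27 to 0.32) and in the fit of the 6 libraries alone (0.33), at Control 24 h without KO library 1 or 2 or any WT library (0.33 to 0.39), and at palmitate 24 h without library 1 or 3 of either genotype (0.34 to 0.37). It was kept in each of these fits at Control 0 h and palmitate 2 h. The direction did not change in any of them.

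Lrrc27 (ENSMUSG00000015980, chromosome 7, 139212988 to 139242979, plus strand) was weakly expressed, with 7 to 175 counts per library, and was higher in every library labelled KO in 7 of 7 conditions. Its log2 fold changes lay between 1.80 (SE 0.24, adjusted p 7.09e-06) at LPS 2 h and 2.49 (SE 0.23, adjusted p 1.46e-10) at palmitate 24 h. The gene overlaps Stk32c on the other strand, which had at most 4.33 counts as the mean of a group. Fnip2 (chromosome 3, 79455974 to 79567796, minus strand) overlaps 2 counted genes. It was lower in 6 of 7 conditions and higher at LPS 24 h, with log2 fold changes from -0.34 to 0.20, and it passed 6 tests over the list alone and 3 over all genes. The calls over all genes were those at Control 0 h (-0.22, adjusted p 0.00787), palmitate 2 h (-0.26, adjusted p 0.0487) and LPS 2 h (-0.34, adjusted p 0.00143). Leaving out any 1 of the 6 libraries removed the call at palmitate 2 h (-0.29 to -0.22), as did RLE size factors (-0.25). The call at Control 0 h was lost without KO library 1 (-0.20) or library 3 (-0.18), and that at LPS 2 h in the fit of the 6 libraries alone (-0.34). Fnip2 was also called at Control 2 h (-0.23) in the fit of the 6 libraries alone and by DESeq2, and by DESeq2 at LPS 24 h in the other direction (0.20). Abcg1 (chromosome 17, 31057675 to 31117988, plus strand), which overlaps a counted gene, passed 4 tests over the list alone and 1 over all genes, at LPS 2 h (-0.38, SE 0.08, adjusted p 0.00898). That call was lost without KO library 1 (-0.33) or WT library 1 (-0.35) and in the fit of the 6 libraries alone (-0.39). Without KO Control 0 h library 2, Abcg1 was called at Control 0 h (0.27). Atf5 (chromosome 7, 44812256 to 44816658, minus strand), which overlaps Nup62 and Il4i1 on the other strand, passed 4 over the list alone and 0 over all genes, with log2 fold changes from -0.55 to 0.31. At LPS 2 h it was called by DESeq2 (-0.55), with all genes kept (-0.56) and without KO library 3 (-0.69) or WT library 3 (-0.67). Syce2 (chromosome 8, 84872111 to 84888221, plus strand), which overlaps Gcdh on the other strand, passed 0 tests in either adjustment, its lowest unadjusted p being 0.0532. The small differences of Atf5 at Control 0 h (-0.01) and Control 2 h (0.07) changed direction with the library left out, namely KO library 1 (0.11), KO library 2 (0.06) or WT library 3 (0.03) at 0 h and WT library 3 (-0.03) at 2 h. Those of Syce2 changed direction without KO library 3 at palmitate 2 h (from 0.09 to -0.10), KO library 1 (0.10), KO library 3 (0.14) or WT library 3 (0.14) at LPS 2 h (from -0.11), KO library 2 at Control 24 h (from 0.11 to -0.08), KO library 3 (0.10) or WT library 2 (0.06) at palmitate 24 h (from -0.05), and KO library 3 (0.13) or WT library 3 (0.16) at LPS 24 h (from -0.09).

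The study related Irf5 to the level of these 6 genes in WT cells, so their log2 CPM values were correlated over the 21 libraries labelled WT after subtraction of each group mean, since treatments form clusters. Ghitm correlated negatively with Irf5, with Pearson's r -0.712 (two-sided permutation p 0.00199, Benjamini-Hochberg adjusted p 0.0119 over the 6 genes) and Spearman's rho -0.773 (permutation p 0.00063, adjusted p 0.00378). The alternative that moved r most was leaving out the LPS libraries, with -0.813 (permutation adjusted p 0.0424, n = 15). The alternative that changed the call was leaving out the 2 libraries farthest from the median of Irf5, WT Control 0 h libraries 1 and 2. Then r was -0.625 (permutation p 0.0135, adjusted p 0.081, n = 19) and no longer passed the threshold, while rho was -0.726 (adjusted p 0.0241), so that the linear relation rests in part on those libraries. Over the 4 alternatives tried the permutation adjusted p of r lay between 0.0119 and 0.081. None of the other 5 genes passed, with r from -0.134 for Abcg1 to 0.314 for Fnip2 and adjusted p values of 0.574 and above. The labels give no batch within which to repeat the correlation.

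To find genes that differ between genotypes under either stimulus, as the study did, genes at its threshold in palmitate (2 or 24 h) were intersected with those in LPS (2 or 24 h). There were 257 genes in palmitate and 378 in LPS, and 83 were in both lists, of which 44 were also in the list of Control (2 or 24 h). Control 0 h was not part of that list. Random lists of the size of the palmitate list, matched on mean expression, shared 34 genes on average with the LPS list (p 1e-04, the smallest that the 10000 draws can give). The alternative that moved the overlap most as a ratio was fitting only the libraries compared, with 24 shared genes against 1.63 by chance. In number of genes, keeping all genes with at least 1 count moved it most, to 171 against 82.3 by chance. Of the 6 genes above, only Lrrc27 was among the shared genes, in each of the 5 settings tried.

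Gene sets fixed in advance were tested between genotypes, because the study concerns the oxidative capacity of Irf5-deficient macrophages. With camera at a preset inter-gene correlation of 0.01, 16 of 77 pairs of a set and a comparison had an adjusted p under 0.05, 5 higher and 11 lower in the libraries labelled KO. Estimating the correlation for each set moved this most, to 0 pairs, with a lowest adjusted p of 0.0554. Under fry 2 pairs passed, cholesterol biosynthesis at Control 2 h (higher, adjusted p 0.00729) and the palmitate-responsive lipid genes at LPS 2 h (lower, adjusted p 0.00729). For cholesterol biosynthesis at Control 2 h, 19 of 21 genes were higher with a median log2 fold change of 0.45 (camera adjusted p 7.66e-10). This set was also higher under camera at palmitate 2 h (median 0.13, adjusted p 0.0122) and LPS 2 h (median 0.28, adjusted p 0.0045). Oxidative phosphorylation subunits were lower under camera at Control 0 h, where 8 of 73 genes were higher and the median was -0.15 (adjusted p 0.000181), and at palmitate 2 h (-0.09), LPS 2 h (-0.05) and LPS 24 h (-0.07), but under fry the adjusted p of these 4 pairs was 0.165 or more. Interferon-stimulated genes were lower at Control 2 h (-0.12) and higher at LPS 2 h (0.25, 33 of 33 genes), glycolysis genes lower at Control 2 h and palmitate 2 h (-0.08 each), mitochondrial ribosomal proteins lower at LPS 2 h (-0.08), fatty acid oxidation genes lower at LPS 24 h (-0.11) and inflammatory response genes higher at LPS 24 h (0.15), all under camera only. The tricarboxylic acid cycle and the genes of cristae and inner membrane structure were called in 0 of the 7 comparisons, and 0 had an unadjusted p under 0.05. The set of mitochondrially encoded transcripts was called lower at LPS 24 h, but only 8 of its 13 genes (61.5%) could be tested, so that test is void.

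Palmitate was compared with Control at the same time within each genotype label, to describe the response to lipotoxicity. At 2 h, 32 genes were called in the libraries labelled WT (12 higher, 20 lower) and 13 in those labelled KO (9 higher, 4 lower). At 24 h the counts were 99 (78 higher, 21 lower) and 102 (74 higher, 28 lower). Col1a1, a fibroblast gene, was 24.9 to 84.9 CPM in KO Control 24 h and 0 to 3.39 CPM in KO palmitate 24 h. The 24 h count in KO may therefore include genes of stromal cells. Among the alternatives that kept the adjusted p, fitting only the libraries compared moved the WT count at 2 h most upward, to 83, and the threshold of the study would give 112. Leaving out a library moved each of these counts. The WT count at 2 h was 19 or 10 without Control library 1 or 2 and 9 or 14 without palmitate library 1 or 2. Its excess of lower genes turned without Control library 2 (6 higher, 4 lower) or palmitate library 1 (5 and 4). That excess was absent without palmitate library 2 (7 and 7), stayed without the other libraries and is not interpreted. The KO count at 2 h was 7 without Control library 1 or 2 and 8 or 6 without palmitate library 1 or 2. At 24 h the WT count was 58, 57 and 51 without Control libraries 1, 2 and 3 and 65 without palmitate library 1, and the KO count was 48 or 65 without Control library 2 or 3 and 57 or 52 without palmitate library 1 or 3. Plin2 (chromosome 4, 86648386 to 86670060), a lipid droplet coat gene, rose in WT from 267 ± 3.22 to 511 ± 29.9 CPM at 2 h and from 210 ± 7.28 to 835 ± 23.8 CPM at 24 h (SD, n = 3 each), log2 fold changes of 0.93 (SE 0.06, adjusted p 8.72e-17) and 1.99 (SE 0.06, adjusted p 1.29e-30). In the libraries labelled KO the changes were 1.10 and 2.02. Angptl4 (chromosome 17, 33773750 to 33781830) changed by 3.00 and 3.20 in WT and by 3.57 and 3.61 in KO, and Cpt1a (chromosome 19, 3322334 to 3385733) by 0.50 and 0.98 in WT and by 0.60 and 0.92 in KO, all called. Tnf (chromosome 17, 35199381 to 35202007) was not called in palmitate, with 0.19 at 2 h (adjusted p 0.662) and -0.15 at 24 h (adjusted p 0.829) in WT. Control 2 h, the reference at 2 h, already had more Tnf than Control 0 h, by 2.1 over both labels. Il6, Nos2 and Ifnb1 were at or under 3 counts in both WT groups at each time, and Pdk4 was too low to be tested. Abca1 changed by -0.01 at 2 h in WT (adjusted p 0.994), a direction that reversed without WT Control 2 h library 2 (0.04). Other genes chosen by the rule were Jag1 and Hist1h1c (-0.47 each) at 2 h and Oxct1 (-0.41) and Fcrls (-0.42) at 24 h in WT, and Oxct1 (-0.46) and Ccl4 (-1.04) at 24 h in KO.

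LPS was compared with Control in the same way, to describe the response to a bacterial stimulus. At 2 h, 2686 genes were called in the libraries labelled WT (1628 higher, 1058 lower) and 2776 in those labelled KO (1711 higher, 1065 lower). At 24 h, 4594 (2280 higher, 2314 lower) and 4750 (2310 higher, 2440 lower) were called. Among the alternatives that kept the adjusted p, leaving out WT LPS 2 h library 3 moved the WT count at 2 h most, to 2179 genes, and the threshold of the study would give 948. At 2 h in WT, Tnf rose from 72.9 ± 3.65 to 1990 ± 61.2 CPM (SD, n = 3 each), a log2 fold change of 4.77 (SE 0.09, adjusted p 2.89e-40), and by 4.65 in KO. Il1b (chromosome 2, 129364570 to 129371139), which overlaps a counted gene on the other strand, changed by 7.57 in WT and 7.94 in KO, Cxcl10 (chromosome 5, 92346638 to 92348889), which overlaps Art3 on the other strand, by 6.90 and 6.76, and Acod1 (chromosome 14, 103046977 to 103056573) by 4.64 and 4.99. Il6 and Ifnb1 were at or under 3 counts in every Control 2 h library, and were at least 77.2-fold and 52.0-fold higher at LPS 2 h in WT and at least 74.3-fold and 32.1-fold higher in KO. Nos2 was at least 11.3-fold higher at LPS 2 h in WT. The genes chosen by the rule at 2 h in WT were Tnfaip3 (4.46), Sdc4 (4.00), Rgs2 (-2.70) and Hhex (-2.72), and in KO Tnfaip3 (4.37), Sdc4 (4.09), Rgs2 (-3.31) and Cd300lb (-2.10). At 24 h they were Ccl5 (8.29 in WT, 8.10 in KO), Ifit1 (6.18 and 6.42) and Rcbtb2 (-2.13 and -2.26), with Igf1 (-1.60) in WT and Hpgd (-4.66) in KO. Irf5 itself rose at LPS 2 h, by 0.59 (SE 0.06, adjusted p 1.63e-12) in WT and 0.45 (SE 0.06, adjusted p 3.3e-09) in KO. Ghitm rose at LPS 24 h, by 0.69 (SE 0.07, adjusted p 2.31e-11) in WT and 0.61 (SE 0.07, adjusted p 3.44e-10) in KO.

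Whether the response to a stimulus depends on the genotype label was first described by the genes called in both. Palmitate at 2 h shared 9 called genes between the labels, LPS at 2 h 1873, palmitate at 24 h 55 and LPS at 24 h 3666, and of these all but 1 gene (at LPS 2 h) changed in the same direction. Over the genes called in either label, the log2 fold changes correlated across genes with r of 0.897, 0.896, 0.851 and 0.926 in the same order. The interaction of genotype and treatment was then tested directly. For palmitate 0 genes were called at 2 h and 0 at 24 h, with 486 and 411 genes at an unadjusted p under 0.05, and for LPS 0 at 2 h (810 at an unadjusted p under 0.05) and 1 at 24 h (628). With the adjusted p kept, keeping all genes with a count moved these most, to 16 and 9 for palmitate and 43 and 26 for LPS. The threshold of the study, which makes no adjustment for the number of genes, would give 123 and 105 for palmitate and 179 and 143 for LPS. In fits of the 12 libraries alone, 8 to 17 of 25 splits gave as many genes at that threshold as the real one. The gene called was Fcgr3, with an interaction of -0.57 (SE 0.11, adjusted p 0.0334), and it was lost in 8 of the 12 fits that left out 1 library (-0.58 to -0.51), namely without any KO Control 24 h library, KO LPS 24 h library 1 or 3, WT Control 24 h library 1 or 2, or WT LPS 24 h library 2, and in the fit of the 12 libraries alone (-0.57). Without KO LPS 2 h library 2, the LPS interaction at 2 h held 3 genes, and without WT LPS 24 h library 3 that at 24 h held 2. The interaction for Ghitm was 0.16 (SE 0.10, unadjusted edgeR p 0.136) for palmitate at 2 h, -0.03 (p 0.769) for LPS at 2 h, 0.00 (p 0.987) for palmitate at 24 h and -0.08 (p 0.417) for LPS at 24 h, and the sign for LPS at 2 h changed without WT LPS 2 h library 2 (0.04) or KO LPS 2 h library 2 (0.01). None of these interactions passed, so the genotype difference of Ghitm was not shown to depend on either stimulus. At LPS 2 h, Angptl4 was lower in the libraries labelled KO by a log2 fold change of -2.39 (adjusted p 0.00375), on a mean of 0.735 ± 0.481 against 3.70 ± 0.827 CPM (SD, n = 3 each), and the call was lost without KO LPS 2 h library 2 (-1.86) and in the fit of the 6 libraries alone (-2.38).

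The untreated libraries were compared over time to describe changes without palmitate or LPS. Taking the mean of both genotype labels, 1942 genes differed between 2 h and 0 h (1087 higher, 855 lower at 2 h) and 1920 between 24 h and 0 h (918 higher, 1002 lower at 24 h). With the adjusted p kept, leaving out WT Control 2 h library 2 moved the first count most, to 1641 genes, and the threshold of the study would give 281. The genes chosen by the rule at 2 h were Bcor (2.27), Skil (1.70), Bmt2 (-1.19) and Plin2 (-0.72), and at 24 h Itgal (1.35), Slc7a8 (1.02), Plin2 (-1.02) and Ccl6 (-1.79), each with all 6 later libraries on the same side of all 6 libraries of 0 h. The adjusted p of Plin2 at 24 h was 2.18e-24 (n = 6 each). Irf5 changed by 0.08 at 2 h (adjusted p 0.151) and by -0.02 at 24 h (adjusted p 0.833), and Ghitm by -0.06 (adjusted p 0.495) and -0.07 (adjusted p 0.435). Treatment markers also changed in Control at 2 h. Tnf rose from 17.5 ± 3.4 to 74.4 ± 5.35 CPM (SD, n = 6 each), by 2.1 (adjusted p 1.34e-26), and at 24 h by 0.26 (adjusted p 0.0588). At 2 h Acod1 changed by 2.05, Il1b by 2.85, Cxcl10 by 3.45 and Angptl4 by -2.75, all called. Il6 and Ifnb1 were not called. The cause was not tested, and Control 2 h is the reference for both treatments at 2 h.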

Values the study reported

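The study reported 34 targets that differed between genotypes in all of its conditions, namely LPS, palmitate and, in macrophages of adipose tissue, a high-fat diet. After intersection with IRF5 binding it retained 6 genes. In single cells of adipose tissue, the study reported a negative correlation of Irf5 with Ghitm, with R = −0.44. In adipose tissue macrophages of IRF5-competent mice on a high-fat diet, it gave a Pearson r of −0.83 between these genes.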

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

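Of the tests in this part, those of the spread between libraries and of a hypertonic medium, and the count of splits for the LPS interaction, were chosen only after the results had been seen.

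The genotype difference in Control changed between time points. A contrast of the difference at 0 h against that at 2 h called 554 genes (296 higher, 258 lower in the libraries labelled KO at 0 h relative to 2 h), and 0 h against 24 h called 213 (110 higher, 103 lower). The contrast of 2 h against 24 h called 0 genes, with 533 at an unadjusted p under 0.05. Without KO Control 0 h library 3 the first count fell to 312 and the second to 57, and without KO Control 0 h library 2 they rose to 698 and 420. The first count was also moved by over 1.5 times without KO Control 0 h library 1 (363), WT Control 0 h library 3 (351) or WT Control 2 h library 2 (347). The second was moved as far without KO Control 0 h library 1 (72), WT Control 0 h library 1 (136) or 3 (123), WT Control 24 h library 2 (116) or 3 (120), and KO Control 24 h library 1 (111) or 2 (92). The size of this result therefore depends on single libraries. Of 40 splits that exchanged genotype labels within each time point, fitted on the 12 libraries alone, 1 gave as many genes for 0 h against 2 h, the real one (771 genes, the next 8). For 0 h against 24 h, 2 of the 40 splits did (409 genes in the real one, 812 in the other). The first contrast stood apart from these draws, but neither contrast can be judged this way. A draw that kept the grouping at 0 h would carry the 0 h difference itself, and a draw that broke it would lose that difference. Standing apart may therefore only restate that the genotypes differed at 0 h. Fitted alone, every other split of the Control 0 h libraries gave 0 genes, and those of Control 24 h at most 3. Which draws kept the 0 h grouping was not recorded.

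Several technical explanations of the larger number of genes at Control 0 h were tested. Depth is argued against, because after thinning of every library to 2848793 counts 931 genes were still called at 0 h and 5 to 44 in the other 6 conditions. A smaller spread between the 0 h libraries is argued against too, because among 6750 well expressed genes 325 had an absolute log2 fold change over 0.50 at 0 h, against 41 to 99 elsewhere. Fibroblasts or other stromal cells in the cultures are argued against as the whole cause. Col1a1 had 125 to 223 counts in the KO Control 0 h libraries and at most 4 in the WT ones, but with a score of stromal genes as a covariate 732 genes were still called at 0 h (684 of them shared with the 1448), against 11 to 49 elsewhere. The score is itself higher in KO libraries of that time, so a share of the difference stays open to it. The covariate also moved the counts outside 0 h. At 2 h they went from 57 to 24 in Control, 17 to 11 in palmitate and 54 to 49 in LPS. At 24 h they went from 14 to 11 in Control, 8 to 11 in palmitate and 17 to 12 in LPS. A hypertonic medium in the KO-labelled 0 h cultures remains a candidate explanation that cannot be told apart from an effect of genotype. It was considered because Slc5a3 and Slco4a1 were so much higher, and the other osmotic response genes had a median at percentile 89.92 of random lists, with 9 of 15 higher, against 99.74 over the other 6 conditions, which decides nothing. A difference in handling or library preparation of the 0 h cultures also stays open, as the labels give no batch, and so does an effect of the genotype itself, which was not tested apart from these.

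Fcgr3 stood out because its response to LPS at 24 h differed between the genotype labels, with an interaction of -0.57 on the log2 scale (adjusted p 0.0334 by the edgeR quasi-likelihood test). It was the single gene called in the 4 interactions, 8 of the 12 fits that left out 1 library lost it (-0.58 to -0.51, with the libraries named in the report), and the 12 libraries fitted alone gave 0 genes (655 at an unadjusted p under 0.05). In that fit 25 of 25 splits gave as many, which a count of 0 makes certain. This single call may be a chance result. No biological explanation was tested.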

How the results depend on the processing

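No tests of explanations are given in this part, but the alternatives for the contrasts of the genotype difference between Control time points were chosen after seeing the data. No paired analysis was possible because the columns carry no replicate numbers, and the planned fits with a replicate block were not run. The cause was not tested for any change below unless it is given.

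With RLE size factors no count of the report moved by over 1.5 times, and 1 of 159 results for named genes and correlations changed, to weaker. No scaling moved the share of higher calls by over 10 points. The threshold of the study replaced the adjusted p and gave 384 genes at Control 0 h, 199 at Control 2 h, 159 at palmitate 2 h, 244 at LPS 2 h, 138 at Control 24 h, 115 at palmitate 24 h and 174 at LPS 24 h. By construction it admits weakly expressed genes with large fold changes.

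Keeping all genes with at least 1 count gave 176 genotype genes at Control 2 h, 130 at palmitate 2 h, 190 at LPS 2 h, 55 at Control 24 h, 75 at palmitate 24 h and 112 at LPS 24 h. It gave 76 palmitate genes at 2 h and 167 at 24 h in WT, 34 and 182 in KO, and 16 and 43 interaction genes for palmitate and LPS at 2 h and 9 and 26 at 24 h. It gave 367 genes for the genotype difference at 0 h against 24 h and 7 genes called in all 7 comparisons. The overlap of palmitate and LPS lists was then 171. Of 154 named results 1 changed, to stronger.

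Fitting only the libraries compared gave 235 genes at Control 2 h, 96 at palmitate 2 h, 23 at LPS 2 h, 52 at Control 24 h, 20 at palmitate 24 h and 9 at LPS 24 h, 83 palmitate genes at 2 h in WT, 21 at 2 h and 226 at 24 h in KO, 0 for the LPS interaction at 24 h (655 at an unadjusted p under 0.05), an overlap of 24 and 409 genes for 0 h against 24 h. Of 154 named results 9 changed, 7 to weaker and 2 to stronger. This setting estimates the spread from fewer libraries. DESeq2 gave 100 genes at Control 2 h, 44 at palmitate 2 h, 89 at LPS 2 h, 18 at palmitate 24 h and 50 at LPS 24 h, 50 and 159 palmitate genes at 2 h and 24 h in WT, 21 at 2 h in KO, 1 and 2 for the LPS interaction at 2 h and 24 h, 2 genes in all 7 comparisons and 354 genes for 0 h against 24 h. Of 151 named results 5 changed, all to stronger. These do not count Lrrc27 and Lyz1, which the main fit called in all 7 comparisons and DESeq2 did not. At LPS 24 h DESeq2 gave an adjusted p to 4243 genes, against 11624 in the main fit, and a gene without one counted as not called. Whether Lrrc27 and Lyz1 had one was not recorded, so their loss under DESeq2 need not mean a weaker difference. Under fry 2 of the 16 gene set calls remained and under an estimated correlation 0 (lowest adjusted p 0.0554). The correlation of Irf5 with Ghitm was -0.625 and no longer past the threshold without the 2 farthest libraries.

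Leaving out each library in turn gave 731 to 1374 genes at Control 0 h, 11 to 69 at Control 2 h, 5 to 21 at palmitate 2 h, 7 to 11 at Control 24 h, 4 to 24 at palmitate 24 h and 9 to 27 at LPS 24 h. It gave 9 to 32 palmitate genes at 2 h and 51 to 95 at 24 h in WT, 6 to 10 and 48 to 76 in KO, 0 to 3 for the LPS interaction at 2 h and 0 to 2 at 24 h. The genotype difference of 0 h against 2 h ranged from 312 to 698 genes and that of 0 h against 24 h from 57 to 420. The libraries behind these ranges are named beside the counts in the report and, for the Control time points, in the part above. Within 1.5 times of their value stayed LPS 2 h between genotypes (36 to 51), the LPS responses (2179 to 2405 at 2 h and 3945 to 4230 at 24 h in WT, 2386 to 2609 and 4196 to 4379 in KO), the Control time courses (1641 to 1914 and 1633 to 1793) and the target genes (24 to 29 over the list alone, 15 to 18 over all genes). Of 1002 values for named genes 80 changed, 60 to weaker, 4 to stronger and 16 to the other direction. The reversals were all in uncalled results. They were Atf5 at Control 0 h (-0.16 to 0.11) and Control 2 h (-0.03 to 0.18), Syce2 at palmitate 2 h (-0.10 to 0.19), LPS 2 h (-0.82 to 0.14), Control 24 h (-0.08 to 0.20), palmitate 24 h (-0.28 to 0.10) and LPS 24 h (-0.29 to 0.16), Abca1 in palmitate at 2 h in WT (-0.05 to 0.04) and the LPS interaction of Ghitm at 2 h (-0.09 to 0.04).

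The depth, at most 7743442 counts in a library, limits weak genes most. Il6 and Ifnb1 were at or under 3 counts in every Control library, as was Nos2 in every Control group but KO Control 2 h, and Syce2, at 4.11 to 7.53 CPM in the KO groups, changed sign between fits.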

Other observations

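Of the tests in this part, those of mislabelled libraries, of transcript from the deleted allele, of reads moved from Lyz2 to Lyz1, of genes near Lyz2 with Lyz1 counted among them, of female donors and of a dependence of Ghitm on treatment, and the counts of splits for single comparisons of genotype, treatment, interaction and time, were chosen only after the results had been seen.

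Irf5 was higher, not lower, in the libraries labelled KO. Mislabelled libraries are argued against by Lyz2, which carries the Cre insertion and was lower in every library labelled KO in 7 of 7 conditions. Reads of the overlapping gene Tnpo3 are argued against as well, because Tnpo3 was called in 0 of the 4 comparisons that called Irf5, its lowest adjusted p being 0.639. Transcript of the deleted allele, still counted over the whole gene, may explain why the level did not fall. The lowest log2 fold change was 0.04, and because the counts are totals over the gene, a transcript lacking a few exons cannot be told apart from an intact one. What raised the level was not tested.

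Lyz1 was higher and Lyz2 lower in the libraries labelled KO. Reads moved from Lyz2 to Lyz1 by the counting are argued against as the reason for the lower Lyz2, because the gain of Lyz1 made up at most 1.05% of the loss of Lyz2. For the higher Lyz1 they cannot be told apart from a real rise, since the loss of Lyz2 exceeded the gain of Lyz1 in 7 of 7 comparisons and the reads themselves were not analysed here. Strain variants carried along with either modified allele were looked for within 10 Mb. Around Lyz2, with Lyz1 left out as planned, 0 of 63 tested genes were called in any of the 6 conditions other than Control 0 h (Fisher's exact p 1). With Lyz1 kept it was 1 of 64, Lyz1 itself (Fisher's exact p 0.476). Around Irf5 it was 1 of 66 (Akr1b8, Fisher's exact p 0.486), against 0.998% elsewhere. With so few genes this leaves the question open. Of the substrain genes, Nnt, Wdfy1 (lowest adjusted p 0.0571) and Ide (0.497) were tested and none was called in the 7 genotype comparisons. Nnt (log2 fold changes of 0.18 to 0.38) and Wdfy1 (0.10 to 0.49) were higher in the libraries labelled KO in 7 of 7 comparisons. Ide went either way (-0.21 to 0.15). A substrain difference therefore stays open.

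Genes of granulocyte precursors were higher in the libraries labelled KO. Over the 6 conditions other than Control 0 h, all 6 tested genes of the 10 listed were higher on average, and their median lay at percentile 100 of random lists, although at LPS 24 h 4 of 6 were higher. The most abundant gene of the list, Mmp8, had a mean of 70.3 CPM in the libraries labelled KO and 68.6 in WT (21 libraries each) and so barely differed, while the next, Ltf, had 35.8 and 13 and S100a9 30.1 and 13.2. Granulocyte precursors remaining in the cultures are a candidate explanation, but only 2 of the listed genes had not been seen before and could be tested, so this cannot be told apart from a change within macrophages. B cell genes (3 of 7 tested) lay at percentile 97.02 and dendritic cell genes (5 of 7 tested) at percentile 83.59 over the same conditions, although B cell genes lay at percentile 0.78 at palmitate 24 h and dendritic cell genes at 18.93 at LPS 24 h, and 0 genes of the erythroid and of the T or NK cell lists passed the filter on counts. No gene was on more than 1 of these lists, and every tested gene passed the filter in these macrophage cultures, with a median level of 21.2 CPM for the granulocyte list, 6.59 for B cells and 1.43 for dendritic cells.

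Col1a1 ranged from 0 to 195 CPM, also between libraries of the same group. Stromal cells in single cultures are consistent with this, since the other fibroblast genes followed Col1a1 within groups with a median r of 0.85 (4 genes), while the upper limit of the central range of random lists was 0.227. Of the 8 fibroblast genes 5 were tested. All 5 were higher in the libraries labelled KO at Control 0 h and on average over the other 6 conditions, while at palmitate 24 h 2 of 5 were. Their median level was 6.81 CPM, and the most abundant, Col1a1, had a mean of 37 CPM in the libraries labelled KO and 4.2 in WT. The study's labels name no such cells. Col1a1 also differed between groups. It lay at 21.4 CPM or more in every KO Control library and at 0 to 31.8 CPM in the WT Control ones. At 24 h it was 24.9 to 84.9 CPM in KO Control and 0 to 3.39 CPM in KO palmitate. In WT these ranges were 0.343 to 24.3 and 0 to 2.22 CPM. The palmitate comparison in KO and the palmitate interaction at 24 h may carry this difference, and were not refitted with the stromal score.

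Cell cycle genes were higher in the libraries labelled KO over the 6 conditions other than Control 0 h, in 10 of 10 genes with a median log2 fold change of 0.245 (percentile 100). At palmitate 24 h alone the median was 0.081 (percentile 87.45). A lower share of proliferating cells in 1 genotype, here WT, may contribute to the genotype differences outside Control 0 h. Whether the share differs because of Irf5 or because of the age or density of the cultures was not tested.

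Xist was counted at 167 to 609 CPM in all 42 libraries, while the 14 genes of the Y chromosome in the table had 0 counts in each. This is consistent with female donors in both genotypes (most Y chromosome counts in a library, 0), whereas the methods of the study describe male mice. As the sex did not differ between the genotypes, it offers no account of their difference.

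Ghitm was higher in the libraries labelled KO in Control as well as in treated cells. A difference that needs palmitate or LPS is argued against by its calls in Control at 0, 2 and 24 h, and the smallest p of its 4 interactions was 0.136. Counts of Irf5 and Ghitm were both higher in the libraries labelled KO, but as the Irf5 counts leave open how much intact transcript these libraries hold, this neither supports nor opposes the negative correlation within WT groups. Lrrc27 could in principle take up reads of the overlapping gene Stk32c, but Stk32c had at most 4.33 counts as the mean of a group, against a gain of Lrrc27 of at least 33 counts.

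Other splits of the libraries were refitted on the libraries of each comparison alone. For genotype, 1 of 10 splits gave as many genes, the real one, at Control 0 h (1249 genes, the next split 0), Control 2 h (235 and 1), palmitate 2 h (96 and 17), LPS 2 h (23 and 1) and Control 24 h (52 and 3), while 2 of 10 did at palmitate 24 h (20 genes, 90 in the other) and LPS 24 h (9 and 40). With 10 splits no share can fall under 10%. At the threshold of the study 1 of 10 splits gave as many genes in each of the 7 comparisons, but the next splits gave 39 to 73 genes, and at palmitate 24 h a regrouping came within 1 gene of the real split (53 against 54). For treatment 1 of 10 splits gave as many genes in 7 of the 8 comparisons and 2 of 10 for palmitate at 2 h in KO (21 genes, 30 in the other). For the 4 interactions 25 of 25 splits gave as many, which is certain for a count of 0. For the time courses 1 of 25 did each time (2063 genes, the next 356, and 2086, the next 427). At the threshold of the study, 8 of 10 splits gave as many genes for palmitate at 2 h in KO (40 genes, up to 75 in another). In the other treatment comparisons 1 of 10 did. For the interactions it was 12 of 25 for palmitate and 17 for LPS at 2 h, and 16 and 8 at 24 h. Interaction counts at that threshold are therefore what regrouped labels give.

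Genotype labels were also exchanged within each condition over all 42 libraries in 40 draws, the real one included. As many genes called in all 7 comparisons (3, other draws 0), as large an overlap of palmitate and LPS lists (83, other draws at most 62 with a median of 30) and as many target gene tests passing (28, other draws at most 4) came from 1 draw each, the real one. Each condition was exchanged separately, so a difference between donor mice running through all conditions would stand apart in the same way. For gene sets 6 of 40 draws gave 16 or more calls under camera, with a median of 12 and up to 19, so the number of called sets is what regrouped labels give.

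The overlap of the palmitate and LPS lists at the threshold of the study held 83 genes. That is higher than the value quoted from the study above, which also required a difference in high-fat diet libraries not used here. Of the genes singled out by the study, the overlap of the palmitate and LPS lists held 1, Lrrc27. That is lower than the value quoted from the study above. The correlation of Irf5 with Ghitm in WT was -0.712. That is more negative than the value quoted from the study above for single cells of adipose tissue, and less negative than the value quoted for adipose tissue macrophages of mice on a high-fat diet. At the threshold of the study in the edgeR fit, palmitate gave 257 genes and LPS 378, the other order from that described by the study. With the DESeq2 Wald test, which the study used, the counts were 372 and 537, again with more genes in LPS. Their overlap was then 79.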
